A study of Homo sapiens with 19 samples.

How the data were processed

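CUT&RUN, in which antibody-directed nuclease releases the chromatin fragments that carry a mark, was applied to MOLM-13 cells, a human acute myeloid leukaemia line. The series holds 19 libraries. Peak lists of 12 libraries were analysed: H3K27ac, H3K4me2 and H3K4me3, each in 2 libraries of cells given Corin and 2 of cells given the vehicle DMSO. The other 7 libraries (4 of cells given all-trans retinoic acid with Corin, 1 against LSD1 and 2 with IgG) were not analysed here, so no background antibody entered any comparison. Per the labels, treatment lasted 24 h at 0.1 µM, and the libraries were read as 150 bp paired ends with at least 5000000 reads per sample. The labels give the same dose for the DMSO libraries, for which its meaning is unclear. The read depth of each library is otherwise unknown, so no interval or detection floor that needs it was computed.

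Each deposited list gives the chromosome, start, end and score of its peaks, without a header. The lists and the names inside them refer to MACS2, and there is 1 list per library, so the authors called peaks in each library separately. The aligner, control, calling threshold and genome build are not stated per the labels' protocols. The score deposited by the authors is a whole number of at least 50 in each of the 12 lists, and its definition is not stated. It was used only to rank or filter peaks within a list. The build was taken from the coordinates: 0 of 292523 peaks ended past an hg38 chromosome end, while 1659 peaks on chromosomes 17 and 20 ended past the hg19 lengths. Positions are given on hg38, counted from 1, with GENCODE release 44. No list held overlapping peaks. The lists include 257 peaks on chromosome Y and 2 on the mitochondrial chromosome, which were kept.

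For each library the number of peaks, the covered length after merging, and the percent of peaks within 1000 bp of an annotated transcription start site (TSS) were computed. The TSS set held 84610 positions of basic transcripts of protein-coding and long non-coding genes, a definition settled once the annotation was at hand. For each mark the 4 lists were merged into union regions, and a library counted as having a region when a peak overlapped it by at least 1 bp. A region was called gained when both Corin libraries and neither DMSO library had it, and lost in the opposite case. Regions that instead parted the replicate numbers, or parted the libraries crosswise, were counted in the same way as a measure of replicate noise. For 20007 protein-coding genes the bp under peaks within 10000 bp either side of the TSS was summed per library. The 5 preset gene lists with 55 members were compared with 10000 random lists of the same size matched on mean coverage in 20 bins, and a list outside the central 95% was taken to stand apart, bounds that were set after a first look at the percentiles. Coverage windows of neighbouring genes can overlap.

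The genes named here were fixed by rule: the members of the preset lists, and for each mark the 5 genes with the largest rise and the 5 with the largest fall among genes whose Corin libraries both lay above, or both below, both DMSO libraries, keeping of overlapping windows the one with the largest change. 1 gene that met this rule is not reported here. The named regions were the 3 widest gained and the 3 widest lost per mark. Groups, tests, lists, naming rules and most alternatives were chosen before the data were examined.

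Peak number and covered length were compared as log2 ratios of the group means, with the SD of a difference taken from the spread of the log2 values within both groups. Tests were exact two-sided permutation tests. With 2 libraries against 2, the 6 arrangements cannot give a p below 0.333, so a single mark cannot pass 0.05. Across the 3 marks the treatment was permuted within each mark (216 arrangements, smallest p 0.00926), which treats libraries of different marks as independent. A replicate block was also tested, with libraries of the same number and mark paired and their signs flipped (64 arrangements, smallest p 0.0312), and so was 1 relabelling applied to all marks at once (6 arrangements). Differences between marks were tested by permuting the treatment within both marks with opposite signs, which cannot detect unequal rises, and by permuting the marks over the log2 ratios of same-numbered libraries. Whether replicate numbers pair the samples was checked over 20007 genes. The deviations of the same-numbered Corin and DMSO libraries from their group means correlated at 0.213 for H3K27ac, 0.230 for H3K4me2 and 0.203 for H3K4me3, so the numbers were treated as pairing the samples. The labels do not say what a number shares. Shared gains of 2 marks were tested with Fisher's exact test over regions, which are not independent replicates.

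The alternatives were the top-scoring peaks of each list at a matched number (17599 for H3K27ac, 30896 for H3K4me2 and 11104 for H3K4me3, the smallest list of each mark), a stricter threshold at the pooled median score of the mark (108, 224 and 384), autosomes and X only, merging of peaks within 500 bp, presence as at least 50% of a region covered, promoter distance of 2500 bp, share of covered bp, gene windows of 2000 bp or the gene body with 5000 bp upstream, and leaving out each library or mark. No q-value is in the lists, which is why the stricter threshold used the score. Leaving out list members with overlapping windows, merging peaks before matching the number, and permuting marks were added after the data were seen. Computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.

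The region, gene, list and shared-gain steps were tested on simulated data. Simulated Corin and DMSO lists held 17599 regions for H3K27ac, 30896 for H3K4me2 and 11104 for H3K4me3, with 5% of peaks dropped at random. For each mark 100% of 400 planted gains and 100% of 200 planted losses were recovered. The planted peaks were spared the dropout, which fixes this recovery by construction. The calls numbered 445, 481 and 416 gains and 234, 263 and 219 losses, so some were false. Small counts of lost regions in the real lists may likewise include false ones. The real lists differed more than a dropout of 5% gives, with 18426 of 41587 H3K27ac regions found in 1 library. False calls may therefore be more frequent in them than in the simulation. All 200 planted genes of 20007 were recovered for each mark. This too was fixed by construction, since each was given more coverage in every Corin than in every DMSO library, without dropout. Of 20 unplanted lists per mark, 0, 3 and 2 fell outside the central 95%. Of 200 draws of 12 libraries with no effect, 9 gave a p below 0.05 in the test across marks.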

Results

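MOLM-13 cells were profiled by CUT&RUN for 3 histone modifications: H3K27ac, an acetylation of active promoters and enhancers, H3K4me2, a methylation of promoters and enhancers that the demethylase LSD1 removes, and H3K4me3, which lies mostly at promoters. Corin is a compound that inhibits both LSD1 and the histone deacetylases of the CoREST complex. The comparison of Corin with the vehicle DMSO addressed where these marks lie after CoREST inhibition. There were 2 libraries per mark and treatment, 12 in all. The files hold peak positions and scores but no reads, so the depth of each library is unknown beyond the labelled minimum of 5000000 reads.

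The agreement of replicate lists differed between marks. The Jaccard index, the shared bp divided by the bp covered in either list, was 0.494 between the H3K27ac lists of Corin and 0.396 between those of DMSO, against 0.353 to 0.457 for the 4 pairs that crossed the treatments. The corresponding values for H3K4me2 were 0.735 and 0.714 within treatments and 0.648 to 0.704 between them. For H3K4me3 they were 0.812 and 0.813 within treatments and 0.792 to 0.833 between them. Pairs within treatments always differ in replicate number. Pairs between treatments that also did so had 0.807 and 0.792 for H3K4me3, below both values within treatments. The same-numbered H3K4me3 pairs had 0.809 and 0.833, so a small difference between treatments was not excluded. Pairs of different number lay below the values within treatments for H3K27ac (0.371 and 0.353) and H3K4me2 (0.652 and 0.652) as well. The mean index within treatments exceeded that between treatments by 0.0606 for H3K27ac, 0.0605 for H3K4me2 and 0.0023 for H3K4me3. The SDs over the 6 pairs of libraries of a mark were 0.0582, 0.0381 and 0.0130, so the H3K27ac difference was about as large as that spread. At a matched number of peaks the differences were 0.0215, 0.0425 and 0.00092. With the mean share of peaks that overlap in place of the Jaccard index they were 0.00826, 0.0339 and 0.00233, with SDs of 0.0316, 0.0206 and 0.00577.

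H3K27ac lists held 34424 and 30029 peaks after Corin and 17599 and 19995 after DMSO. The means were 32226.5 ± 3108 (SD, n = 2) and 18797 ± 1694 (SD, n = 2), a log2 ratio of 0.78 with an SD of 0.19, or 1.71-fold. The exact permutation test gave p = 0.333, the smallest it can give with 2 libraries against 2. Within replicate 1 the log2 ratio was 0.97 and within replicate 2 it was 0.59. The stricter score threshold moved the ratio most, to 1.13. H3K27ac peaks covered 23.1 ± 4.25 Mb (SD, n = 2) after Corin and 11.8 ± 1.06 Mb (SD, n = 2) after DMSO, a log2 ratio of 0.97 with an SD of 0.30. With the number of peaks matched, the log2 ratio of covered length was 0.60.

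H3K4me2 lists held 41152 and 40042 peaks after Corin and 30896 and 32299 after DMSO. The log2 ratio of the means was 0.36 with an SD of 0.053, or 1.28-fold, again at p = 0.333 in the exact permutation test. Covered length was 44.8 ± 3.68 Mb (SD, n = 2) after Corin and 35.0 ± 2.21 Mb (SD, n = 2) after DMSO, a log2 ratio of 0.36 with an SD of 0.15. H3K4me3 lists held 11757 and 11883 peaks after Corin and 11104 and 11343 after DMSO. Here the log2 ratio of the means was 0.07 with an SD of 0.024, or 1.05-fold, at the same p of 0.333 by exact permutation. H3K4me3 covered 15.4 ± 0.322 Mb (SD, n = 2) after Corin and 14.6 ± 0.524 Mb (SD, n = 2) after DMSO, a log2 ratio of 0.08 with an SD of 0.060.

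**Figure D1:**
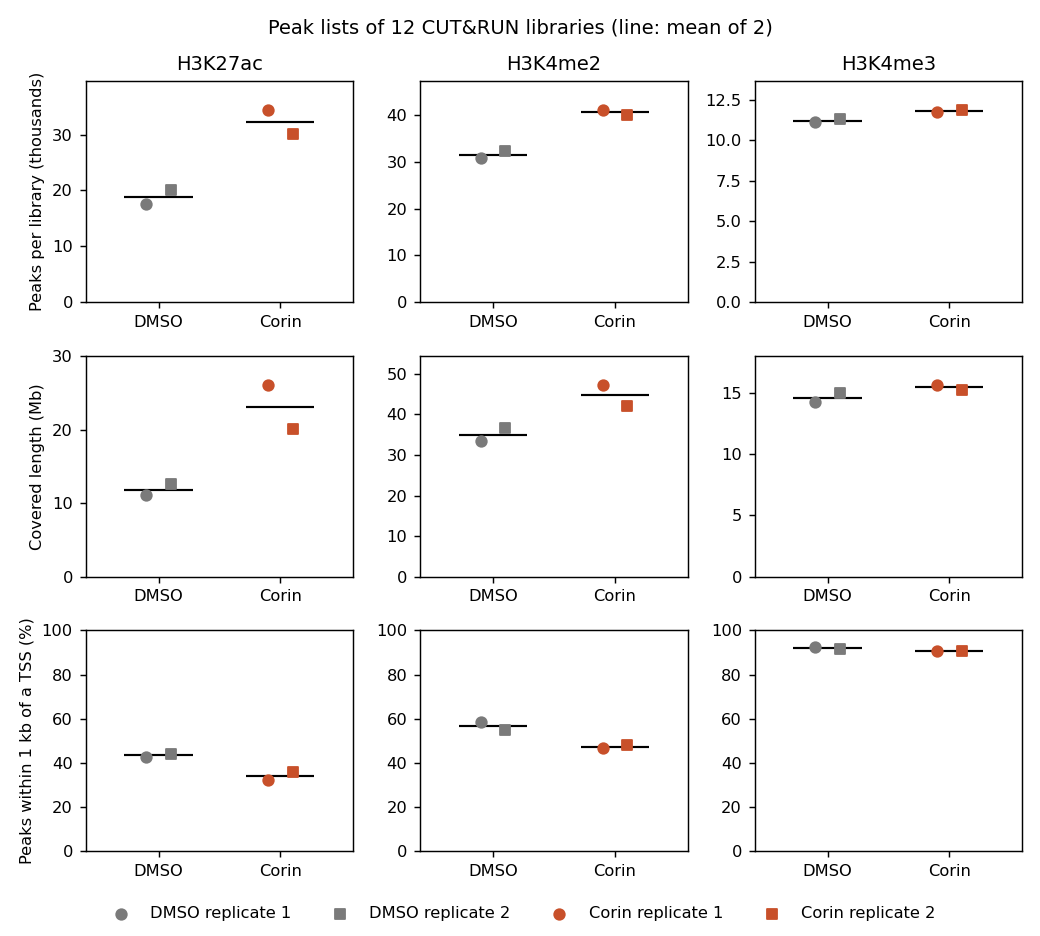
Peaks per library on an axis in units of 1000, covered length in Mb and percent of peaks within 1 kb of a TSS for each of the 12 libraries, with circles for replicate 1, squares for replicate 2 and a line at the mean of 2. Both Corin libraries of each mark lie above both DMSO libraries in peaks and covered length, and below both in promoter percent.

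Across the 3 marks the mean log2 ratio of peak number was 0.40, or 1.32-fold, and that of covered length was 0.47, or 1.38-fold. Corin lay above DMSO in 6 of 6 same-numbered pairs for both measures. The exact two-sided permutation test within marks gave p = 0.00926 for each, the smallest value it allows. In the replicate block, with same-numbered libraries paired, the exact sign-flip test gave effects of 0.405 and 0.464 at p = 0.0312, also the smallest allowed. Both tests treat the marks as independent. When 1 relabelling was applied to all 3 marks together, which makes no such assumption, p was 0.333, the smallest that 6 arrangements allow, so the call past 0.05 rests on the independence of the marks.

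The effect on peak number was also compared between marks. The log2 ratio of H3K27ac exceeded that of H3K4me2 by 0.42 (exact permutation p = 0.444) and that of H3K4me3 by 0.70 (exact permutation p = 0.333). H3K4me2 exceeded H3K4me3 by 0.29 (exact permutation p = 0.333). Over these 3 comparisons the Benjamini-Hochberg adjusted p was 0.444 for each, but this test shuffles the treatment within each of the marks, and so cannot separate marks that both rose by different amounts. The log2 ratios within replicates 1 and 2 were 0.97 and 0.59 for H3K27ac, 0.41 and 0.31 for H3K4me2, and 0.08 and 0.07 for H3K4me3, without overlap between marks. Permuting the marks over these ratios, a test added after the results were seen, gave an exact p of 0.333 for each pair of marks and 0.0667 for all 3 together, the smallest values that 6 and 90 arrangements allow. Neither test could pass 0.05, so whether the marks differ was left open.

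Peaks lay less often at promoters after Corin. Within 1 kb of a TSS lay 34.2 ± 2.57% (SD, n = 2) of H3K27ac peaks after Corin and 43.5 ± 0.806% (SD, n = 2) after DMSO, a difference of -9.33 percentage points with an SD of 2.69. For H3K4me2 the shares were 47.5 ± 1.08% (SD, n = 2) and 56.8 ± 2.66% (SD, n = 2), also a difference of -9.33 points, with an SD of 2.87. For H3K4me3 they were 90.7 ± 0.109% (SD, n = 2) and 92.0 ± 0.655% (SD, n = 2), a difference of -1.32 points with an SD of 0.664. Each exact permutation test gave p = 0.333, the smallest allowed, and adjustment over the 9 tests of single marks left it at 0.333. With the number of peaks matched the differences shrank to -2.39, -2.53 and -0.0045 points. The H3K27ac value then was close to its SD of 2.29, and the H3K4me3 value was far inside its SD of 0.268.

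Union regions showed which positions changed. Of 41587 H3K27ac regions, 4798 were gained and 75 lost, against 2228 that parted the replicate numbers and 774 that parted the libraries crosswise, and 9498 were present in all 4 libraries. Of 42429 H3K4me2 regions, 4090 were gained and 67 lost, against 1193 and 484, with 23578 in all 4 libraries. Of 12090 H3K4me3 regions, 180 were gained and 35 lost, against 224 and 91, with 9772 in all 4 libraries. These counts move with list length. At a matched number of peaks, H3K27ac had 1199 gained and 421 lost regions, which together (1620) were fewer than the 2472 that parted the replicate numbers but more than the 870 that parted the libraries crosswise. H3K4me2 had 1362 gained and 593 lost regions, together 1955 against 1473 and 496. H3K4me3 had 94 gained and 98 lost regions, together 192 against 260 and 107. Leaving out 1 library loosens the definition and raised each count. Gained H3K27ac regions then numbered from 6726 without DMSO replicate 1 to 15951 without Corin replicate 2, and lost ones from 200 without Corin replicate 2 to 1481 without DMSO replicate 1. Gained regions also outnumbered lost ones in H3K4me2 (5399 against 918) and H3K4me3 (279 against 263) without DMSO replicate 1, where the counts were closest.

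**Figure D2:**
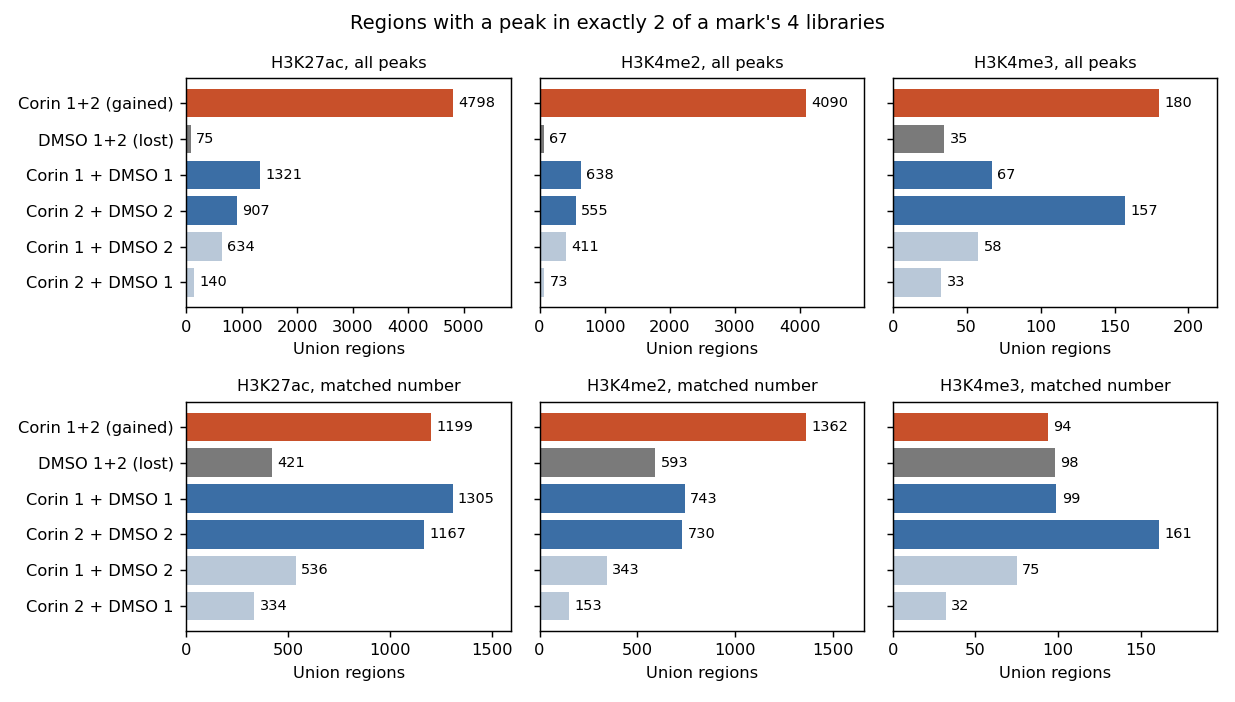
Number of union regions with a peak in exactly 2 of the 4 libraries of a mark, by which 2 libraries share it, for all peaks in the upper row and for a matched number of peaks in the lower row. Bars start at 0 and each panel has its own scale. With all peaks, the regions shared by both Corin libraries alone number 4798, 4090 and 180, and with matched numbers 1199, 1362 and 94.

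Gained regions of H3K27ac and H3K4me2 lay mostly away from promoters. Within 1 kb of a TSS lay 22.3% of gained H3K27ac regions, 8.83% of gained H3K4me2 regions and 63.9% of gained H3K4me3 regions, against 29.7%, 42.7% and 89.1% of all union regions. The shares were 16%, 41.8% and 74.3% in the 75, 67 and 35 lost regions. For H3K27ac the comparison with other patterns was mixed. The share of gained regions was above those of regions found in 1 of the 4 libraries (16.6%) and in both libraries of replicate 1 alone (20.1%). It was below those of replicate 2 alone (35.5%) and of the crosswise pairs (24.3% and 26.4%). For H3K4me2 the share of gained regions was below those of regions found in 1 library (14.2%), in both libraries of replicate 1 (16.5%) or 2 (31.5%) alone, and in the crosswise pairs (29.4% and 19.2%). At a matched number the H3K4me2 shares were 8.88% for gained, 54.8% for lost and 19.3% for single-library regions. The H3K27ac shares were 24.9% for gained, 40.1% for lost and 22.6% for single-library regions. They were 25.6% and 45.1% for replicates 1 and 2 alone, and 36.9% and 35.0% for the crosswise pairs. For H3K27ac the order of gained and lost regions thus turned over between all peaks and a matched number.

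The widest gained H3K4me2 region lay on chromosome 14 from 103929803 to 103934000, in an intron of TDRD9 and 1347 bp from its TSS. It was covered over 4198 bp and 3982 bp in the Corin libraries and had no H3K4me2 peak in DMSO and no H3K4me3 peak in any library. H3K27ac was present there in Corin replicate 1 alone. The next were 2730 bp on chromosome 16 from 27426134 to 27428863, over an exon and intron of IL21R, and 2659 bp on chromosome 9 from 107749767 to 107752425, intergenic and 259285 bp from the TSS of KLF4, its nearest protein-coding gene. Lost H3K4me2 regions were narrower, the widest being 965 bp over a TSS of PHF14 on chromosome 7 from 10972926 to 10973890. It was covered over 701 bp and 275 bp in the DMSO libraries. The next was 909 bp in an intron of TRIM66, 131 bp from its TSS (chromosome 11, 8681655 to 8682563). Both regions had an H3K4me3 peak in every library of that mark, and the TRIM66 region had H3K27ac in every library as well. The last was 844 bp of intergenic sequence 55207 bp from FOXC1 (chromosome 6, 1553865 to 1554708).

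**Figure D3:**
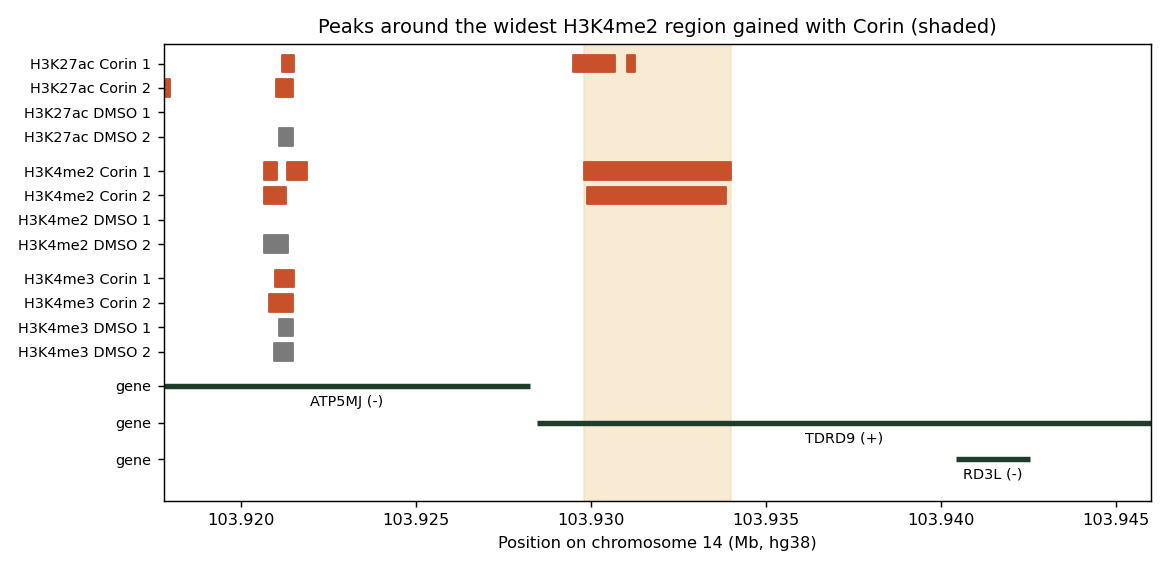
Peaks of the 12 libraries around the widest gained H3K4me2 region on chromosome 14, with positions in Mb on hg38, Corin peaks in orange, DMSO peaks in grey and protein-coding genes as lines below. The shaded region from 103929803 to 103934000 holds an H3K4me2 peak in both Corin libraries and in neither DMSO library.

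For H3K27ac the widest gained region spanned 3445 bp of intergenic sequence on chromosome 10 from 7490795 to 7494239, 79307 bp from the TSS of SFMBT2, with 3445 bp and 2286 bp covered in the Corin libraries. The others were intergenic as well, 2836 bp on chromosome 17 from 81348891 to 81351726, nearest to BAHCC1, and 2692 bp on chromosome 16 from 50037171 to 50039862, nearest to CNEP1R1. The last had only 296 bp covered in Corin replicate 2. The lost H3K27ac regions measured 867 bp in ZBTB33 (chromosome X, 120256973 to 120257839), 774 bp at 51968 bp from FAM204A (chromosome 10, 118394296 to 118395069) and 772 bp at 17 bp from a TSS of CCDC134 (chromosome 22, 41800696 to 41801467). For H3K4me3 the gained regions lay at RBM47 (1473 bp, chromosome 4, 40629370 to 40630842), within TGM5 (1403 bp, chromosome 15, 43237826 to 43239228) and at GLIPR1 (1385 bp, chromosome 12, 75480826 to 75482210). The lost ones lay at ADAMTS2 (1028 bp, chromosome 5, 179343763 to 179344790), KCTD1 (974 bp, chromosome 18, 26656584 to 26657557) and PITPNM2 (908 bp, chromosome 12, 123150510 to 123151417). All 6 of these H3K4me3 regions had an H3K4me2 peak in each of the 4 libraries of that mark.

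H3K4me2 gains were more frequent at regions that gained H3K27ac than at other regions. Of 3083 gained H3K27ac regions that could be scored for both marks, 10.6% were also gained in H3K4me2, against 5.62% of 23418 other regions (odds ratio 2.00, Fisher's exact p = 7.46e-24 over regions). The other regions include those with H3K27ac in all 4 libraries. Of all such regions, 82.5% had H3K4me2 in both DMSO libraries and could hardly count as gained. H3K4me2 lay in both Corin and neither DMSO library at 8.48% of all gained, 5.10% of single-library and 2.08% of 4-library H3K27ac regions. Part of the odds ratio of 2.00 may come from these 4-library regions. Among 593 regions present in exactly 2 of 4 libraries for both marks, 328 were gained in both and the odds ratio was 5.08 (Fisher's exact p = 3.44e-16). Of these regions, 95 were gained in neither mark. Regions that parted the replicate numbers in both marks, 69 in all, count as gained in neither and raise this odds ratio. They make up most of those 95 regions, so much of the 5.08 may come from the pairing of replicates. The odds ratio was not computed without them, so 5.08 cannot separate shared gains from that pairing. Over all scored regions the odds ratio was 3.004 at a matched number of peaks, with 42 regions gained in both. It was 1.595 when presence required at least 50% of a region covered, with 778 gained in both. In 200 simulations with independent gains in 17599 regions, added after the results were seen, the median odds ratio was 1.02. The central 95% ran from 0.453 to 1.78 and the highest value was 2.27. The observed 2.00 lay above the central range but below that highest value, and the 1.595 of the 50% rule lay inside the range. However, each simulated mark had only 400 planted gains, far fewer than the 3083 gained regions scored here. Fewer gains spread the odds ratio more widely, so this range cannot show whether 2.00 or 1.595 is near chance. An exact p below 0.05 was given by 10 simulations. The odds ratio of H3K27ac and H3K4me3 gains was 0.847 (Fisher's exact p = 0.854, 7 regions gained in both), and it rose to 1.92 (p = 0.000814 by the same exact test) with the 50% rule. For H3K4me2 and H3K4me3, 0 regions were gained in both among 41 and 178 gained in 1 of them (Fisher's exact p = 1).

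The coverage of TSS windows was compared gene by gene without a test. With 2 libraries against 2 the exact permutation test used here cannot give a p below 0.333. No test of another kind was run on single genes. H3K27ac coverage was higher in both Corin than in both DMSO libraries at 5751 genes and lower at 69, against 1289 and 1036 when the replicate numbers were set against each other and 1159 and 166 for the crossed split. H3K4me2 coverage was higher at 5563 genes and lower at 539, against 2007 and 2004 for the replicate numbers and 3312 and 263 for the crossed split. H3K4me3 coverage was higher at 2878 and lower at 927, against 1905 and 2217, and 2162 and 768. Chance alone would separate the groups at 33.3% of genes without ties. The shares among covered genes were 55.3%, 43.4% and 34.01%, and for H3K4me3 the replicate numbers separated more genes (36.8%) than the treatment did. With the number of peaks matched, the higher and lower genes were 3377 and 335 for H3K27ac, 4316 and 1048 for H3K4me2, and 2692 and 1011 for H3K4me3.

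The largest H3K27ac rise was at MYO1G (ENSG00000136286.16, chromosome 7, 44962662 to 44979088, minus strand), from 2615 ± 194 bp after DMSO to 9874 ± 1785 bp after Corin (SD, n = 2 each) in the window of 10 kb either side of its TSS. CISH (ENSG00000114737.16, chromosome 3, 50606489 to 50611774) rose by 6875 bp, LTB by 6225 bp, P2RY2 by 6139 bp and ITGAL by 6025 bp. The largest H3K27ac falls were far smaller. RAP2C on chromosome X fell by 565 bp, C1S fell by 543 bp, IKZF5 fell by 540.5 bp, C1orf131 fell by 517.5 bp and INTS4 fell by 504 bp. Under the stricter score threshold RAP2C and IKZF5 instead rose, by 670.5 bp and 60 bp, and C1S rose by 519 bp when the gene body was taken in place of the window. Without DMSO replicate 1, RAP2C fell by 335 bp, C1S fell by 311 bp and INTS4 fell by 293 bp, and without Corin replicate 2 RAP2C fell by 322 bp.

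The largest H3K4me2 rise was at RAB11FIP1 (ENSG00000156675.16, chromosome 8, 37858618 to 37899497, minus strand), from 6039 ± 171 bp to 11069 ± 127 bp (SD, n = 2 each). MYO1F rose by 4646 bp, HSH2D by 4588 bp and ATP5MJ by 4544 bp. The window of ATP5MJ takes in the gained region inside TDRD9, which lies outside the gene ATP5MJ. The window of TDRD9 takes in that region as well, and the naming rule kept a single one of the overlapping windows. The rise is therefore not specific to ATP5MJ. GFI1 (ENSG00000162676.13, chromosome 1, 92473043 to 92486925, minus strand) fell by 1413 bp, the most of any gene with separated groups in H3K4me2, with 6668 and 7021 bp after Corin and 7061 and 9454 bp after DMSO. That value rested on DMSO replicate 2, without which GFI1 fell by 216.5 bp, and over the gene body coverage rose by 202.5 bp. GART fell by 1046.5 bp, CRBN fell by 1001.5 bp, BAHCC1 fell by 943 bp and CLPX fell by 917.5 bp. Single libraries weighed on these values too, since GART fell by 404.5 bp without DMSO replicate 1 and BAHCC1 fell by 107.5 bp without DMSO replicate 2.

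H3K4me3 rose most at TSPOAP1 (ENSG00000005379.17, chromosome 17, 58301228 to 58328795, minus strand), from 9999 ± 1056 bp to 12380 ± 168 bp (SD, n = 2 each). SRGN rose by 2263 bp, LYL1 by 2014 bp, LYZ by 1925 bp and LAMP5 by 1835 bp. It fell most at H3C4, which fell by 891 bp, followed by PITPNM2, which fell by 855 bp to no coverage in either Corin library, KCTD1, which fell by 809.5 bp, TPR, which fell by 763 bp, and IGF2BP3, which fell by 654.5 bp. IGF2BP3 rose by 138.5 bp under the stricter score threshold. Without Corin replicate 2, H3C4 fell by 371.5 bp and IGF2BP3 fell by 196 bp. At a matched number of peaks each of the 15 genes with the largest rises kept both Corin libraries above both DMSO libraries, and 13 of the 15 with the largest falls kept the opposite order. Under the stricter score threshold 13 of the 15 rises and 4 of the 15 falls did so. With windows of 2 kb either side it was 11 of the 15 rises and 12 of the 15 falls. H3K27ac at P2RY2 and H3K4me2 at RAB11FIP1 filled that window of 4001 bp in each of the 4 libraries and so could not rise, H3K27ac at C1S was absent from it, and H3K4me3 at TSPOAP1 rose by 90 bp.

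The 5 preset gene lists were compared with lists matched on coverage in each mark, which gave 15 percentiles. The median H3K4me2 change of 21 myeloid differentiation genes was 1232 bp, above all 10000 random lists, whose median was 250.5 bp. Of the 21 genes, 16 were higher in both Corin libraries and 1, GFI1, was lower. At ITGAM the Corin libraries had 3039 and 2536 bp of H3K4me2 and the DMSO libraries 0 bp, at CD86 they had 4712 and 3424 bp against 393 and 638 bp, and at MPEG1 3009 and 2426 bp against 0 bp. This list was also at percentile 99.9 for H3K27ac, with a median change of 793.5 bp and 16 genes higher, but it was inside the central range at a matched number of peaks (92.4), under the stricter score threshold (56.6) and with windows of 2 kb either side (91.8). Its H3K4me3 median was 0 bp, with 12 of 21 genes listed without coverage, so that mark gave no ranking.

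The 10 genes of the leukaemia programme list were at percentile 98.6 for H3K27ac (median change 2351 bp) and at percentile 1.805 for H3K4me2 (median change 92.8 bp against 560.5 bp in random lists). In H3K27ac 6 members were higher in both Corin libraries and 0 lower. In H3K4me2 3 were higher and 1, MEIS1, was lower, so the low percentile reflects a smaller rise than in random lists. HOXA9 had 9670 and 9070 bp of H3K27ac after Corin against 5006 and 6880 bp after DMSO. MEIS1 had 9994 and 8884 bp of H3K4me2 after Corin against 10357 and 10305 bp after DMSO. The H3K27ac value was 99.8 with the number of peaks matched and 99.4 under the stricter score threshold. It fell inside the central range, at 22.0, with windows of 2 kb either side, at 94.3 over gene bodies, and at 97.465 when HOXA10, whose window overlaps that of HOXA9, was left out. The H3K4me2 value did so at 2.51 with the number of peaks matched and at 7.63 over gene bodies, but stayed outside at 0.58 with windows of 2 kb either side and at 0.1 under the stricter score threshold. For H3K4me3 this list was at 6.42, and at 1.385 with the number of peaks matched. The 12 retinoic acid targets were at 45.3 for H3K4me2, with 7 members higher in both Corin libraries and 0 lower. For H3K27ac and H3K4me3 they were at 50, with 7 members without coverage in each. There the medians of the list and of the random lists were both 0 bp, so 50 is a tie and gave no ranking. In H3K27ac 2 members were higher and 0 lower, and in H3K4me3 3 were higher and 1 lower. CEBPE, a member, had 7302 and 5949 bp of H3K4me2 after Corin against 3719 and 3357 bp after DMSO. The 6 genes of the CoREST complex and p300 list were at 79.3, 27.7 and 3.08, and the 6 constitutive controls at 62.6, 20.045 and 31.1, inside the central 95% for each mark. The H3K4me3 value of the CoREST complex and p300 list went below it under 3 alternatives, down to 0.385 over gene bodies.

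**Figure D4:**
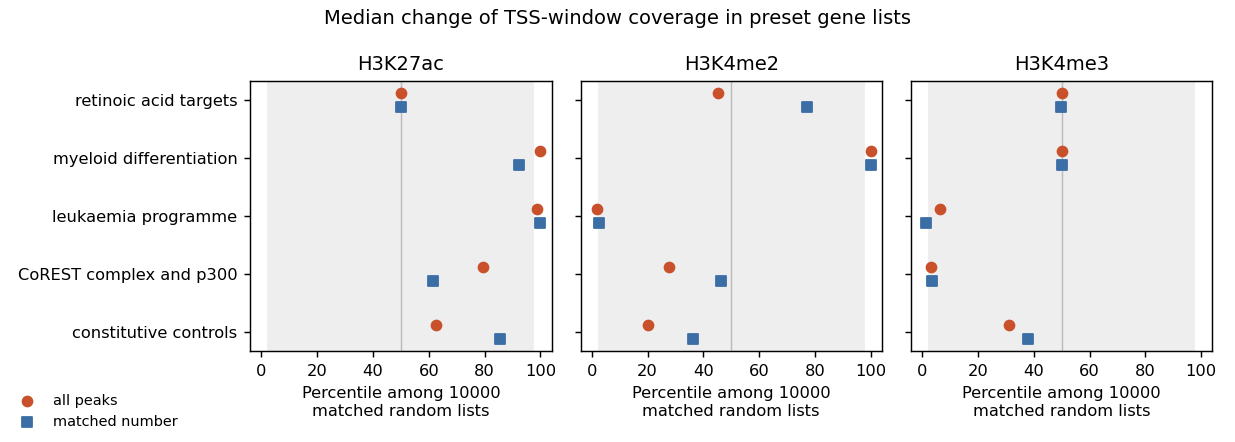
Percentile of the median coverage change of each preset gene list among 10000 random lists matched on coverage, for H3K27ac, H3K4me2 and H3K4me3, with circles for all peaks, squares for a matched number of peaks and the central 95% shaded. The myeloid differentiation list lies above the shading for H3K4me2 in both settings, and for H3K27ac with all peaks (99.9) but not with matched numbers (92.4).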

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

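Merging peaks before matching the number, leaving out list members with overlapping windows, and permuting marks over same-numbered ratios, were tests chosen after the results were seen, as were the percentile bounds used for the lists. Of 296 alternatives computed for 47 results, 84 left out a library. Of the other alternatives, 160 kept the direction and the side of the threshold or stayed within the spread. A value or count moved in 26, a call was lost in 16 and gained in 6, and the direction changed in 4. These are counts of alternatives, and several fall on the same result. Restricting to autosomes and X changed none of 36 results, and merging peaks within 500 bp changed 1 of 14, the H3K4me3 log2 ratio of peak number, to 0.0495. The tests of single marks and of differences between marks cannot pass 0.05, so their staying on 1 side of it says nothing about stability. Except where a cause is named, the cause was not tested.

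Matching the number of peaks moved the most results, 13, by construction removing peaks of low score from the longer lists. The H3K27ac log2 ratio of covered length became 0.60, and promoter differences became -2.39, -2.53 and -0.0045 points for H3K27ac, H3K4me2 and H3K4me3. Gained and lost regions became 1199 and 421, 1362 and 593, and 94 and 98. Genes with higher and lower coverage became 3377 and 335 for H3K27ac, and lower genes 1048 for H3K4me2. The H3K27ac percentile of the myeloid list fell to 92.41 and the H3K4me2 percentile of the leukaemia list moved to 2.51, both inside the central range, while the H3K4me3 percentile of the leukaemia list moved out of it, to 1.385.

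The stricter score threshold changed the H3K27ac log2 ratio of peak number to 1.13 and that of H3K4me3 to 0.0423. It left 29 lost H3K27ac, 1785 gained H3K4me2, 95 gained and 69 lost H3K4me3 regions, a promoter difference of -0.300 points for H3K4me3 and 1828 genes with higher H3K4me3. The H3K27ac percentile of the myeloid list was 56.61. The CoREST list went below the central range for H3K4me2 (2.325) and H3K4me3 (2.045), and the leukaemia list for H3K4me3 (0.06).

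With windows of 2 kb either side, 3500 genes were higher and 883 lower in H3K4me2, and the H3K27ac percentiles were 91.83 for the myeloid and 21.955 for the leukaemia list. The H3K4me3 percentile of the CoREST list was 2.175 there and 0.385 with the gene body, which gave 94.275 for H3K27ac and 7.635 for H3K4me2 of the leukaemia list. Without overlapping members the H3K27ac percentile of that list was 97.465. Requiring 50% of a region covered gave 116 lost H3K4me2 and 58 lost H3K4me3 regions.

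The odds ratio of H3K27ac and H3K4me3 gains, 0.847 with 7 shared regions, turned above 1 at 4.67 among regions in exactly 2 of 4 libraries, 1.00011 at a matched number and 1.92 with the 50% rule. That of H3K4me2 and H3K4me3, 0 with 0 shared regions, became 1.28 with the 50% rule, and among regions in exactly 2 of 4 libraries no value could be computed because no H3K4me2 gain was left. Neither pair was called in the report.

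For the tests across marks, 1 relabelling of all marks kept the effects of 0.405 and 0.468 and gave an exact permutation p of 0.333, which that design cannot undercut. Leaving out H3K27ac gave 0.218 for peak number and 0.217 for covered length, leaving out H3K4me2 gave 0.426 and 0.524, and leaving out H3K4me3 gave 0.57 and 0.662, each at an exact permutation p of 0.0556, the smallest that 36 arrangements allow. The replicate block, with same-numbered libraries paired, was run for these 2 results alone and gave effects of 0.405 and 0.464 at an exact p of 0.0312 for both, which left both calls in place.

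Across the 4 fits that each left out 1 library, the log2 ratio of peak number ranged from 0.68 to 0.87 for H3K27ac, 0.33 to 0.39 for H3K4me2 and 0.06 to 0.09 for H3K4me3, and that of covered length from 0.77 to 1.14, 0.27 to 0.44 and 0.04 to 0.12. Promoter differences ranged from -11.1 to -7.51, -11.2 to -7.45 and -1.78 to -0.852 points. Gained regions ranged from 6726 to 15951, 5399 to 9351 and 279 to 679, and lost ones from 200 to 1481, 168 to 918 and 139 to 263. Higher genes ranged from 6650 to 8239, 6620 to 9308 and 4120 to 5538, and lower genes from 196 to 755, 1002 to 3001 and 2024 to 2968. Such counts rise because fewer libraries have to meet the definition.

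Of 270 alternatives for the 30 genes named by rule, 227 stayed within the spread, 38 moved and 5 changed direction. The changes in direction were to 670.5 bp at RAP2C, 60 bp at IKZF5 and 138.5 bp at IGF2BP3 under the stricter threshold, and to 519 bp at C1S and 202.5 bp at GFI1 over the gene body. The unknown depth limits each comparison of list lengths, since more reads can by themselves lengthen a list.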

Other observations

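The tests of depth on gained regions and on the myeloid list, and the test of chromosomes 8 and 13 in H3K27ac, were chosen only after their results were seen. The binomial test used to read the GC bins was likewise added after the counts were known, and turned the reading for H3K27ac and for distal H3K4me2 from favouring GC bias to undecided. The comparison with the crosswise split in the depth test, and the interval of the Mantel-Haenszel odds ratio, were also added afterwards.

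Many more regions were gained than lost with Corin in H3K27ac and H3K4me2, a pattern that deeper Corin libraries could give without any change in the marks. A difference in depth that keeps the order of peaks would leave no excess of regions parting the treatments once the lists have equal length. For H3K27ac the ratio of regions parting the treatments to regions parting the replicate numbers at a matched number was 0.655, and 0.654 when peaks within 500 bp were merged first. A batch shared by same-numbered libraries could enlarge that yardstick, and against the regions parting the libraries crosswise the ratios were 1.86 and 1.87. The excess over the crosswise regions lay in the gains, since 421 regions were lost while the crosswise pairs shared 536 and 334. Deeper Corin lists with a steadier order could give this as well, so depth cannot be told apart from other sources of the H3K27ac gains. For H3K4me2 the ratios were 1.33 and 1.25 against the replicate numbers and 3.94 and 3.72 against the crosswise split. Its 593 lost regions exceeded the crosswise 343 and 153, but were fewer than the 743 and 730 of replicate 1 or 2 alone. Measured by the crosswise split, these values argue against depth of that kind as the whole source of the H3K4me2 pattern. Measured by the replicate numbers, the excess lay in the gains. A change of signal to noise that reorders peaks was not tested. A response of these marks to Corin stays open for both.

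GC content was weighed for the same gains at a matched number of peaks. For H3K27ac, gained regions outnumbered lost ones in 9 of 10 equally filled bins of GC content. The exception was the bin of lowest GC, with 63 gained and 77 lost (exact binomial p = 0.272), while the bin of highest GC had 108 gained and 60 lost, and the median GC was 50.7% in gained and 50.8% in lost regions. These values argue against a trend that runs 1 way with GC content. The share lost was highest in the bin of lowest GC and next in the 2 of highest GC, so a bias that favours middle GC cannot be told apart from other sources. For H3K4me2 gains led in 8 of 10 bins, while the bin of highest GC had 10 gained and 128 lost (exact binomial p = 3.07e-27), which is what GC bias would give. The median GC was 47.4% in gained and 53.2% in lost regions. Since promoters are rich in GC, the count was repeated over 1 kb from a TSS, where 1241 regions were gained and 268 lost. Gains then led in 9 of 10 bins, and in the bin of highest GC 37 gained and 45 lost regions (exact binomial p = 0.440) left GC bias undecided. Both a GC difference between libraries and a redistribution of H3K4me2 from promoters to distal sites may therefore contribute.

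The myeloid differentiation genes stood above coverage-matched genes in H3K4me2, and at a matched number of peaks they were still at percentile 100, which argues against list length as the source. For H3K27ac the matched percentile was 92.41, inside the central 95%, so that depth could account for that part. The leukaemia programme list had a low H3K4me2 percentile. Its members with overlapping windows, HOXA9 and HOXA10, rose by 158.5 bp and 761 bp, both above the list median of 92.8 bp, so counting both did not lower that median, and without HOXA10 it was 27 bp at percentile 1.845 with 9 members. The percentile of the whole list moved inside the central range at a matched number (2.51) and over gene bodies (7.635), and stayed below it with windows of 2 kb either side (0.58) and under the stricter score threshold (0.1). A selective gain of H3K4me2 at myeloid genes under Corin is a hypothesis. The list was fixed before the data were examined, but GC content was not tested for it and no expression data were used here.

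Same-numbered libraries of Corin and DMSO shared regions that the other 2 libraries lacked, 2228 in H3K27ac and 1193 in H3K4me2. If same-numbered libraries of different marks came from 1 culture or batch, the same regions would recur across marks. Of 69 regions parting the replicate numbers in both marks, 50 were on the side of replicate 1 in both, 16 on the side of replicate 2 in both and 3 disagreed (odds ratio 400, Fisher's exact p = 1.31e-12 over regions), in line with a shared culture or batch. Regions of replicate 1 had a lower GC content (median 45.1% in H3K27ac and 42.9% in H3K4me2) than those of replicate 2 (53.0% and 55.8%). Within 3 bins of GC content, each with regions of both replicate numbers, the Mantel-Haenszel odds ratio was 224 (95% interval 16.8 to 2988), with 0, 1 and 2 regions per bin that disagreed. This argues against GC content, at the width of these coarse bins, as the whole source. The labels do not say what a replicate number shares. This recurrence also weakens the assumption of independent marks behind the permutation p of 0.00926.

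Gained H3K27ac regions were compared with sites of H3K4me2 before treatment. An H3K4me2 peak in both DMSO libraries lay at 39.0% of 4798 gained regions, at 23.8% of 18426 regions found in 1 library (odds ratio 2.04) and at 82.5% of 9498 regions found in all 4. Wider regions overlap more peaks by chance, but at midpoints the shares were 30.3% and 20.5% (odds ratio 1.69, Fisher's exact p = 3.34e-45 over regions), which argues against width alone. The values may reflect gains at sites already marked, and they could also reflect that regions found in 1 library include more false calls, which was not tested. In 50.8% of gained regions neither DMSO library had H3K4me2.

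Covered length of H3K27ac rose more than the number of peaks. Inside the 9498 regions present in all 4 libraries, the covered length had a log2 ratio of 0.53 with an SD of 0.18, against 0.20 with an SD of 0.11 in the 23578 such regions of H3K4me2 and 0.06 for H3K4me3, so widening of shared peaks is a candidate source. Greater depth in the Corin libraries could also widen peaks and was not excluded.

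The number of H3K27ac peaks per H3K4me3 peak in DMSO differed between chromosomes, from 1.01 on X to 2.83 on chromosome 8, with chromosome 13 next at 2.70. The ratio fell with gene density (Spearman rho -0.673 across 23 chromosomes, which are not replicates). After removal of that trend, 2 of 253 chromosome pairs, that of 8 and 13 included, had a ratio as high as chromosomes 8 and 13, a share of 0.00791, and in H3K4me2 12 of 253 had, a share of 0.0474. Extra copies of chromosomes 8 and 13, which have been described for this line, may raise the number of called peaks there. The H3K4me2 test rested on chromosome 8, since chromosome 13 alone ranked 11 of 23 by residual. The H3K27ac test rested mainly on chromosome 8 too, with a log2 residual of 0.613. That of chromosome 13 was 0.269, below chromosome 6 (0.327) and close to chromosome 20 (0.267). Copy number was not measured here.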
